A study of Mus musculus with 13 samples.

How the data were processed

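The series holds 13 RNA-seq libraries of spinal motoneurons from mutant SOD1 transgenic mice, a model of amyotrophic lateral sclerosis. Per the labels' protocols, mice received an adeno-associated virus (AAV) into the cerebral ventricles shortly after birth, or no injection. At 65 days of age, about 500 motoneurons per mouse were cut out of cresyl violet-stained lumbar cord sections by laser microdissection, with the cord embedded inside its vertebrae. RNA was amplified to full-length cDNA with a low-input kit and tagmented into sequencing libraries, per the labels' protocols. Groups were taken from the titles. The AAV-miR SOD1 group had 4 libraries, the AAV-miR ctrl group 5 and the non-injected group 4.

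The deposited values are raw read counts per gene, with 48709 Ensembl gene rows and 5 summary rows in each table. The summary rows (reads in no feature, ambiguous, low quality, not aligned and aligned to several places) have the form that htseq-count writes, but neither the labels nor the file headers name the aligner, the counter, the genome build, the annotation or the strand setting. No coordinates are therefore printed. Gene symbols came from a GENCODE M21 name table, in which 48349 of the identifiers were found, covering 99.986% of counts. Where a gene lies across another gene or belongs to a family of near-identical copies, the counting rule is not stated and its count is uncertain. Whether reads of the human transgene were counted with mouse Sod1 is not stated.

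Column headers contradicted the labels in 2 of the 13 tables. The table labelled non-injected replicate 3 carried a header naming the AAV-miR ctrl group, and the table labelled AAV-miR ctrl replicate 3 carried a header naming SOD. The labels were followed, and the exchange of these 2 libraries was run as an alternative.

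Counts were analysed in R 4.3.3. Genes were kept by edgeR's filterByExpr (edgeR 4.0.16, minimum count 10, minimum total count 15), which left 17403 genes. Library sizes were scaled by TMM. The main test was edgeR's quasi-likelihood F test fitted on all 13 libraries with the 3 groups as factor levels, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons were AAV-miR SOD1 against AAV-miR ctrl, AAV-miR SOD1 against non-injected, AAV-miR ctrl against non-injected, and AAV-miR SOD1 against the mean of both control groups. The common biological coefficient of variation was 0.470, with 10 residual degrees of freedom and a median of 4.08 prior degrees of freedom. Standard errors of log2 fold changes were taken as the fold change divided by the root of the F statistic. Log2 CPM values used a prior count of 2.

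Genes named in the text followed a rule written before the data were examined. For each comparison, up to 5 genes per direction with the largest fold change were to be named among those past the threshold without overlap between the groups' log2 CPM. Where fewer than 3 passed, the 5 genes with the smallest p were named instead, which applied to all 4 comparisons. Sod1 was named in addition, and marker genes past the threshold over all genes would have been. The marker sets (8 sets, 52 genes tested) and 5 gene families were also fixed before the data were examined. A set score is the mean over the set of log2 CPM minus each gene's mean over the 13 libraries. Scores, Sod1 levels and library measures were compared by two-sided exact permutation tests of the difference of group means. Erythroid, neutrophil granule and B lineage sets were written after the genes with the smallest p had been seen. Their tests, and those on correlations within the control libraries, are marked as such where they appear.

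The model fits were tested on simulated counts drawn from the real means, dispersions and library sizes, with 200 of 17403 genes changed. For AAV-miR SOD1 against both control groups, edgeR recovered 61% of the changed genes, and 94% of those changed 16-fold, with 7 false calls among 129. DESeq2 recovered 72.5% with 44 false calls among 189, and made 13 calls in a comparison with no changed gene. Limma-voom with quality weights recovered 58.5% with 3 false calls among 120.

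Alternatives fixed before the data were examined were other scalings, other filters, DESeq2 1.42.0, limma-voom with sample quality weights (limma 3.58.1), fits on the groups compared alone, the replicate number as a block, glial and detected-gene covariates, an adjusted p threshold of 0.1, and leaving out each library in turn. For set scores they were gene z scores, limma's camera, a prior count of 0.5 and sets without the gene filter. Replicate numbers came from the titles. Alternatives added after the data had been seen were the header exchange, the libraries numbered 1 to 4 alone, Y-linked, erythroid and motoneuron covariates, robust edgeR, voom without weights, and DESeq2 with the header exchange or on the libraries numbered 1 to 4.

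Depth ranged from 13.9 to 37.4 megacounts assigned to genes. The smallest level that 3 counts can show ranged from 0.0802 to 0.216 CPM. Such floors cover counting error alone, because amplified reads without molecular identifiers are not independent molecules. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.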

Results

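Gene expression was measured in motoneurons of mutant SOD1 mice to ask how these neurons respond when an artificial microRNA against human SOD1 is expressed in astrocytes, a neighbouring glial cell type. The AAV-miR SOD1 group (n = 4) received the vector carrying this microRNA. The AAV-miR ctrl group (n = 5) received a control vector, and the non-injected group (n = 4) consisted of littermates without injection. All mice carried the transgene, so no comparison with healthy mice is made. Counts assigned to genes, in megacounts, averaged 19.6 ± 3.01 (SD, n = 4) in the AAV-miR SOD1 group, 24.9 ± 8.92 (SD, n = 5) in the AAV-miR ctrl group and 28.5 ± 9.69 (SD, n = 4) in the non-injected group. AAV-miR SOD1 replicates 1, 2, 3 and 4 had 21.5, 17.7, 22.8 and 16.4 megacounts. AAV-miR ctrl replicates 1, 3, 4, 5 and 6 had 21.1, 22.6, 13.9, 37.3 and 29.7, and non-injected replicates 2, 3, 5 and 6 had 23.1, 17.5, 37.4 and 35.8. The 4 libraries numbered 5 or 6 were the deepest, and none of them belonged to the AAV-miR SOD1 group. Column headers of 2 tables, AAV-miR ctrl replicate 3 and non-injected replicate 3, disagreed with their labels, and the labels were followed.

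**Figure D1:**
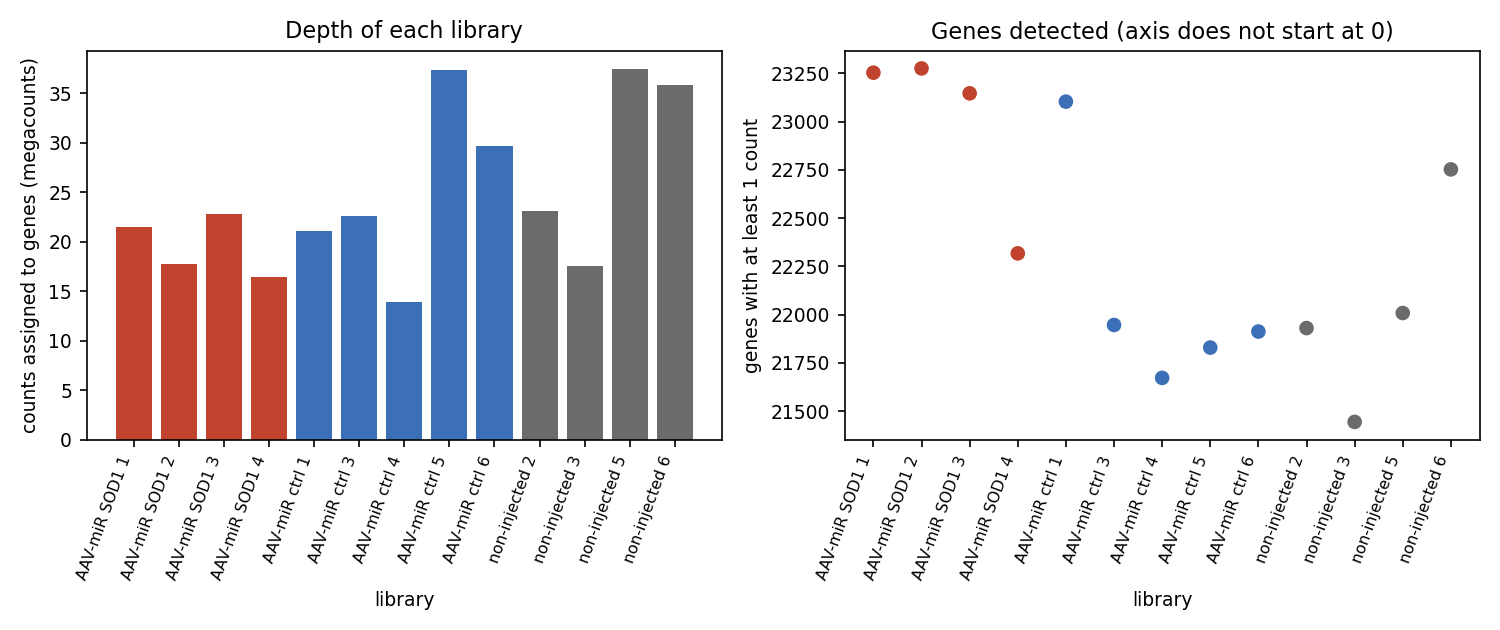
Counts assigned to genes in megacounts (left, bars) and number of genes with at least 1 count (right, points) for each of the 13 libraries, coloured by group. The 4 libraries numbered 5 or 6 are the deepest, and AAV-miR ctrl replicate 1 has 23103 genes detected against 21672 to 21946 in the other libraries of its group.

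No library was a copy of another. Spearman correlations of log2 CPM within groups ranged from 0.921 to 0.966 over 22 pairs, and the chi-square per degree of freedom between the counts of a pair was at least 35.8 over all pairs, beyond sampling noise. The number of genes with at least 1 count was 22998 ± 457 (SD, n = 4) in the AAV-miR SOD1 group, 22092 ± 575 (SD, n = 5) in the AAV-miR ctrl group and 22034 ± 540 (SD, n = 4) in the non-injected group. The difference from AAV-miR ctrl was 905 genes (two-sided exact permutation p = 0.0476, adjusted p = 0.343) and that from non-injected 964 genes (exact permutation p = 0.0571, adjusted p = 0.343). With at least 10 counts required, these differences were -176 and -339 genes. Of 12 comparisons of total counts, genes detected, the share of the 100 highest genes and the mitochondrial share, 0 had an adjusted p under 0.05. The smallest exact permutation p possible is 0.00794 in comparisons with AAV-miR ctrl and 0.0286 for AAV-miR SOD1 against non-injected. No single test among 12 could therefore have passed, and the 0 does not show that library composition was alike. The first principal component of log2 CPM carried 25.5% of the variance and separated the AAV-miR SOD1 libraries from the 9 controls by -77.4 units (exact permutation p = 0.00699). Within the libraries numbered 1 to 4 the difference was -58.9 units (exact permutation p = 0.0714, 4 against 5). The libraries numbered 5 and 6 were all controls, so that batch and group could not be told apart there. AAV-miR ctrl replicate 1, at -67.1, lay among the AAV-miR SOD1 libraries, which ranged from -81.0 to -23.4.

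The targeted transcript is that of the human transgene in astrocytes, and mouse Sod1 (ENSMUSG00000022982) was the nearest gene measured. Sod1 was at 7.86 ± 0.33 log2 CPM (SD, n = 4) in the AAV-miR SOD1 group, 8.15 ± 0.26 (SD, n = 5) in the AAV-miR ctrl group and 8.32 ± 0.48 (SD, n = 4) in the non-injected group. The edgeR log2 fold change was -0.28 ± 0.25 (SE) against AAV-miR ctrl, with an adjusted p of 0.624. It was -0.49 ± 0.26 (SE) against non-injected, with an adjusted p of 0.292. Against both control groups the value was -0.39 ± 0.22 (SE) and the adjusted p was 0.327. Exact permutation tests on the Sod1 levels gave p = 0.198, 0.257 and 0.113 in the same order, 0.532 for AAV-miR ctrl against non-injected, and adjusted values of at least 0.343 over these 4 tests. The groups overlapped in each comparison, and no difference held up against the spread between replicates. Reads of the human transgene could not be separated from mouse Sod1 in these counts.

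The comparison of AAV-miR SOD1 with AAV-miR ctrl isolates the microRNA from injection and vector. Of 17403 genes, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 2529 genes, of which 1043 were higher and 1486 lower, where 870 would be expected if no gene differed. The smallest adjusted p was 0.256. Leaving out each replicate in turn gave 1192 to 3986 genes at an unadjusted p under 0.05. The excess of lower genes was not stable. More were higher than lower without AAV-miR SOD1 replicate 3 (1651 and 989), AAV-miR ctrl replicate 1 (2005 and 1981) or non-injected replicate 2 (1334 and 1240). The same held with the replicate block (941 and 594), no filter (1839 and 1503) and limma-voom with quality weights (2010 and 1804). It also held with the motoneuron covariate (586 and 433) and in the libraries numbered 1 to 4 (447 and 444, or 780 and 487 with DESeq2). The remaining alternatives kept more lower genes, among them RLE and upper quartile scaling with 45.4% and 46.1% higher. The alternative that moved the adjusted count most was DESeq2 with the header exchange, which called 1358 genes. DESeq2 with the labels as given called 180. In the fit on the libraries numbered 1 to 4, 891 of 18274 genes had an unadjusted p under 0.05, where 914 would be expected if no gene differed, and 0 an adjusted one. The 5 genes with the smallest p were Stmn4, Polq, Fam210b, Gabrg1 and Cd300ld. Stmn4 (ENSMUSG00000022044) had a log2 fold change of -1.24 ± 0.23 (SE), and Gabrg1 (ENSMUSG00000001260) of -1.42 ± 0.27 (SE). Polq (ENSMUSG00000034206) was higher by 2.43 ± 0.45 (SE), Fam210b (ENSMUSG00000027495) by 1.45 ± 0.27 (SE) and Cd300ld (ENSMUSG00000034641) by 1.45 ± 0.29 (SE) on the log2 scale. The edgeR adjusted p of all 5 was 0.256.

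Against non-injected littermates, which differ from the AAV-miR SOD1 group by injection and vector as well as the microRNA, 0 of 17403 genes had an adjusted p under 0.05. At an unadjusted p under 0.05 there were 3635 genes, of which 1629 were higher and 2006 lower. The smallest adjusted p was 0.140. The share of higher genes, 44.8%, rose to 50.6% under RLE scaling and 53.4% under upper quartile scaling. DESeq2 called 1025 genes here. The fit on the libraries numbered 1 to 4 gave 2863 of 18274 genes with an unadjusted p under 0.05. The 5 genes with the smallest p were Maml1, Gabrg1, Syn2, Fam210b and Wdhd1, each with an edgeR adjusted p of 0.140. Maml1 (ENSMUSG00000050567) was at 3.12 ± 0.55 log2 CPM (SD, n = 4) against 1.05 ± 0.26 (SD, n = 4), a log2 fold change of 2.16 ± 0.35 (SE). Wdhd1 (ENSMUSG00000037572) was higher by 1.65 ± 0.33 (SE) on the log2 scale. Fam210b was at 6.41 ± 0.51 log2 CPM (SD, n = 4) against 4.93 ± 0.39 (SD, n = 4). Gabrg1 had a log2 fold change of -1.57 ± 0.28 (SE) and Syn2 (ENSMUSG00000009394) of -1.20 ± 0.22 (SE).

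AAV-miR ctrl against non-injected addresses the effect of injection and vector. Here 0 genes had an adjusted p under 0.05 and 629 had an unadjusted p under 0.05, fewer than the 870 expected if no gene differed. The smallest adjusted p was 1.00, and DESeq2 called 2 genes. The 5 genes with the smallest p were ENSMUSG00000087594, D930048N14Rik, Maml1, Rab12 and Otud3. Maml1 was higher in AAV-miR ctrl by 1.56 ± 0.33 (SE) on the log2 scale, at 2.55 ± 0.42 log2 CPM (SD, n = 5). With the labels followed, both injected groups lay above the non-injected group for this gene. AAV-miR ctrl replicate 3 was at 2.62 and non-injected replicate 3 at 0.79 log2 CPM. Following the headers of these libraries would make the non-injected group overlap both injected groups. Over 32 alternatives this log2 fold change ranged from 0.71 to 1.98. ENSMUSG00000087594 was at 0.982 to 1.89 CPM in AAV-miR ctrl and at 0.0461 to 0.150 CPM in non-injected libraries. D930048N14Rik (ENSMUSG00000052563) had 0 or 1 counts in each non-injected library and 2 to 54 counts in AAV-miR ctrl. Rab12 (ENSMUSG00000023460) had a log2 fold change of -1.11 ± 0.25 (SE) and Otud3 (ENSMUSG00000041161) of -2.25 ± 0.51 (SE). Their edgeR adjusted p was 1.00.

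**Figure D2:**
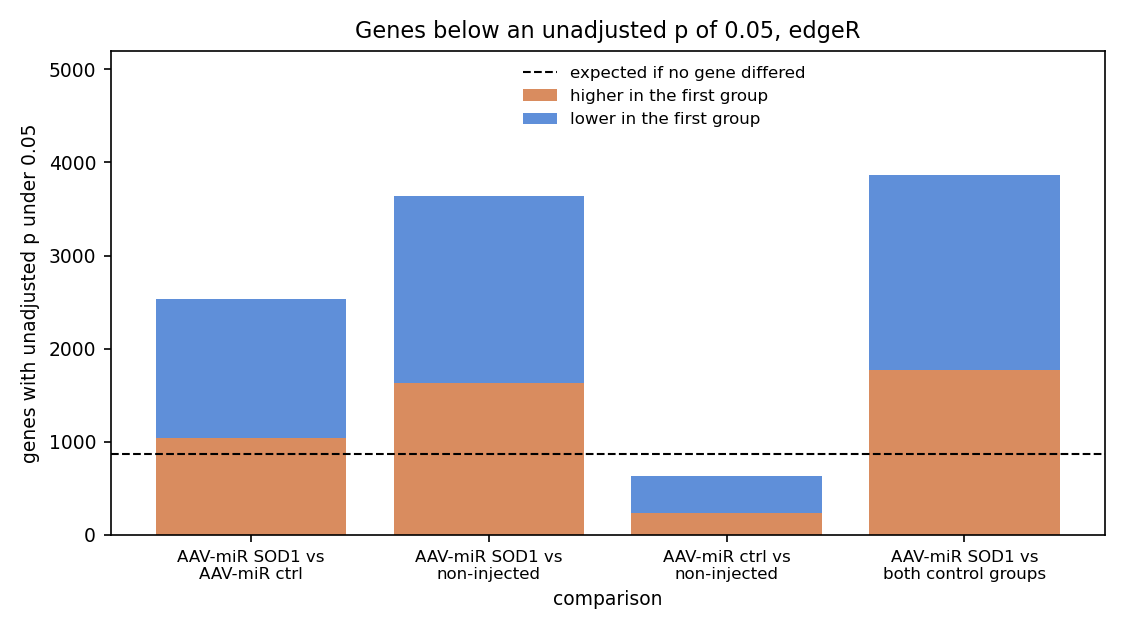
Number of genes (vertical axis) with an unadjusted edgeR p under 0.05 in each of the 4 comparisons, stacked by direction, with a dashed line at the 870 genes expected if no gene differed. The 3 comparisons with AAV-miR SOD1 reach 2529, 3635 and 3870 genes, and AAV-miR ctrl against non-injected reaches 629.

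Pooling the comparisons, AAV-miR SOD1 against both control groups had 0 genes with an adjusted p under 0.05, a smallest adjusted p of 0.0960, and 3870 genes with an unadjusted p under 0.05 (1769 higher and 2101 lower). RLE scaling gave 51.1% higher genes in place of 45.7%. DESeq2 called 1521 genes and limma-voom with quality weights 1461, of which 1066 were in both lists. In both comparisons with AAV-miR SOD1, 1909 genes had an unadjusted p under 0.05 and the same direction, 727 higher and 1182 lower, and 0 with an adjusted p under 0.05. These comparisons share the AAV-miR SOD1 libraries and are not independent. Over 32 alternatives the shared unadjusted count ranged from 131 to 2840. With each replicate left out in turn it ranged from 833 to 2840. The 5 genes with the smallest p were Igkv13-85, Fam210b, Gabrg1, Cd300ld and Ighv14-2, each with an edgeR adjusted p of 0.0960. Fam210b was at 56.7 to 124 CPM in AAV-miR SOD1 libraries and at 19.6 to 41.5 CPM in the 9 controls, a log2 fold change of 1.48 ± 0.23 (SE). Gabrg1 was at 4.61 to 6.64 CPM against 9.46 to 21.2 CPM, a log2 fold change of -1.50 ± 0.25 (SE). Cd300ld was higher by 1.46 ± 0.25 (SE). Within the libraries numbered 1 to 4, the log2 fold change was 1.52 for Fam210b and -1.38 for Gabrg1, with an edgeR adjusted p of 0.322 for each. Igkv13-85 (ENSMUSG00000079543) and Ighv14-2 (ENSMUSG00000095583) are immunoglobulin variable segments, a multigene family whose members can share reads. Igkv13-85 had 22, 573, 757 and 3 counts in the AAV-miR SOD1 libraries and 0 to 16 in the controls. Ighv14-2 had 15, 1320, 31 and 52 counts against 0 to 21, so both rested on part of the group.

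**Figure D3:**
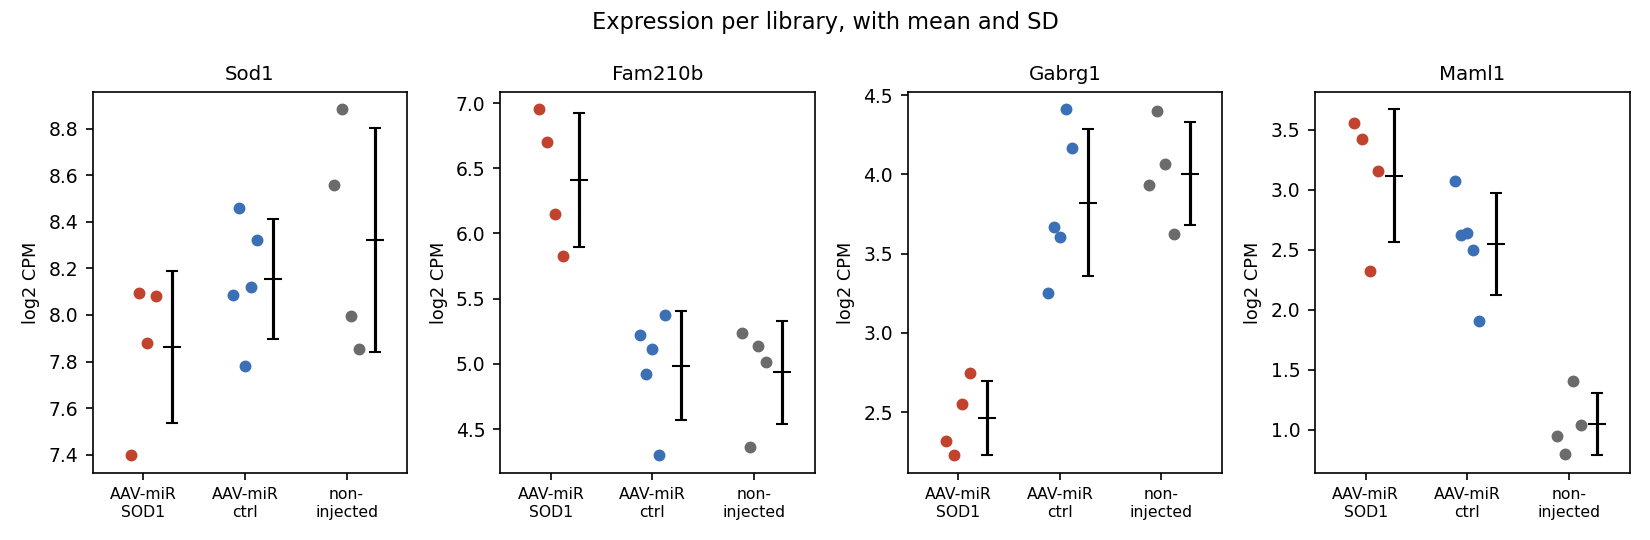
Log2 CPM (vertical axis) of Sod1, Fam210b, Gabrg1 and Maml1 in each library (points) by group, with the mean and SD beside them. The AAV-miR SOD1 libraries lie above all 9 controls for Fam210b and below them for Gabrg1, and overlap them for Sod1.

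Among the 52 marker genes fixed before the data were examined, adjustment over this list alone gave 2 genes with an adjusted p under 0.05 against AAV-miR ctrl, 12 against non-injected, 0 between the control groups and 14 against both control groups. Adjustment over all 17403 genes gave 0 in each comparison, and unadjusted p under 0.05 were found for 17, 18, 1 and 21 genes. The list-adjusted 14 fell to 0 with the detected-gene covariate and in the libraries numbered 1 to 4 alone. Over 32 alternatives, the count of 2 against AAV-miR ctrl ranged from 0 to 15. That of 12 against non-injected ranged from 0 to 17. The smallest list-adjusted p was that of Gap43, with an edgeR log2 fold change of -1.37 ± 0.28 (SE) against both control groups and a list-adjusted p of 0.0112. Aldoc, an astrocyte marker, had a log2 fold change of -0.96 ± 0.24 (SE) and a list-adjusted p of 0.0219. Gap43 and Aldoc were the 2 genes that passed against AAV-miR ctrl, each with a list-adjusted p of 0.0353 there. Chat and Slc5a7, which serve acetylcholine synthesis in motoneurons, had log2 fold changes of -0.91 ± 0.24 (SE) and -1.01 ± 0.25 (SE), each with a list-adjusted p of 0.0219. Tyrobp, a microglial gene, was higher by 1.00 ± 0.30 (SE), with a list-adjusted p of 0.0323. Against AAV-miR ctrl the list-adjusted p was 0.0663 for Chat and Slc5a7 and 0.139 for Tyrobp. These marker genes were chosen after their values were seen.

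Set scores were compared in 52 tests, 13 sets by 4 comparisons. An adjusted p under 0.05 was reached in 0 of them and an unadjusted exact permutation p under 0.05 in 13. The smallest p these designs allow is 0.00140 against all 9 controls, 0.00794 in both comparisons with AAV-miR ctrl and 0.0286 against non-injected. For an adjusted p under 0.05, at least 2, 9 and 30 of the 52 tests, in this order, would have had to reach that p or a smaller one. Against all 9 controls, the motoneuron identity score was lower in AAV-miR SOD1 by a difference of -1.07 (exact permutation p = 0.00839, adjusted p = 0.0873), with 4 of 4 libraries below the control mean. The gamma motoneuron score differed by -0.88 (exact permutation p = 0.00280, adjusted p = 0.0873), the slow motoneuron score by -0.54 (exact permutation p = 0.00699, adjusted p = 0.0873) and the voltage-gated ion channel score by -0.38 (exact permutation p = 0.00699, adjusted p = 0.0873). The injury and stress response score differed by -0.93 (exact permutation p = 0.0112, adjusted p = 0.0970). In all of these, 4 of 4 libraries lay below the control mean. Microglia and interferon response scores were higher by 0.73 and 0.87 (exact permutation p = 0.0545 and 0.0517, adjusted p = 0.174 for both). The fast motoneuron score differed by -0.14 (exact permutation p = 0.350, adjusted p = 0.546). Within the libraries numbered 1 to 4, 6 of 52 tests had an unadjusted exact permutation p under 0.05 and 0 an adjusted one, but the 2 comparisons with the 2 non-injected libraries allow no p under 0.0667 and 0.1. There the differences against the 5 controls were -0.75 for motoneuron identity (exact permutation p = 0.0556), -0.76 for gamma motoneuron (exact permutation p = 0.0238), -0.38 for slow motoneuron (exact permutation p = 0.0714), -0.44 for voltage-gated ion channel (exact permutation p = 0.0397) and -0.68 for injury and stress response (exact permutation p = 0.0873), with adjusted values of at least 0.265. Astrocyte, oligodendrocyte and mitochondrially encoded scores, which differed by -0.29, -0.46 and -0.11 over all controls, differed there by -0.53, -0.96 and -0.58 (exact permutation p = 0.0238, 0.0397 and 0.0317, adjusted p = 0.265). Between the control groups, the differences were -0.37 for motoneuron identity, 0.26 for gamma motoneuron, -0.04 for slow motoneuron, -0.08 for voltage-gated ion channel and -0.31 for injury and stress response, with exact permutation p of at least 0.278.

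Sets written after the data had been seen covered blood and marrow cells. The erythroid score was higher in AAV-miR SOD1 than in the 9 controls by 1.69 (exact permutation p = 0.00420, adjusted p = 0.0503 over 12 tests), with 4 of 4 libraries above the control mean. Within the libraries numbered 1 to 4 the difference was 1.43 (exact permutation p = 0.0317). The neutrophil granule score was higher by 1.07 (exact permutation p = 0.0182, adjusted p = 0.0762) and the B lineage score by 0.75 (exact permutation p = 0.129, adjusted p = 0.221). These differences within the libraries numbered 1 to 4 were 0.80 (exact permutation p = 0.143) and 0.61 (exact permutation p = 0.333).

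**Figure D4:**
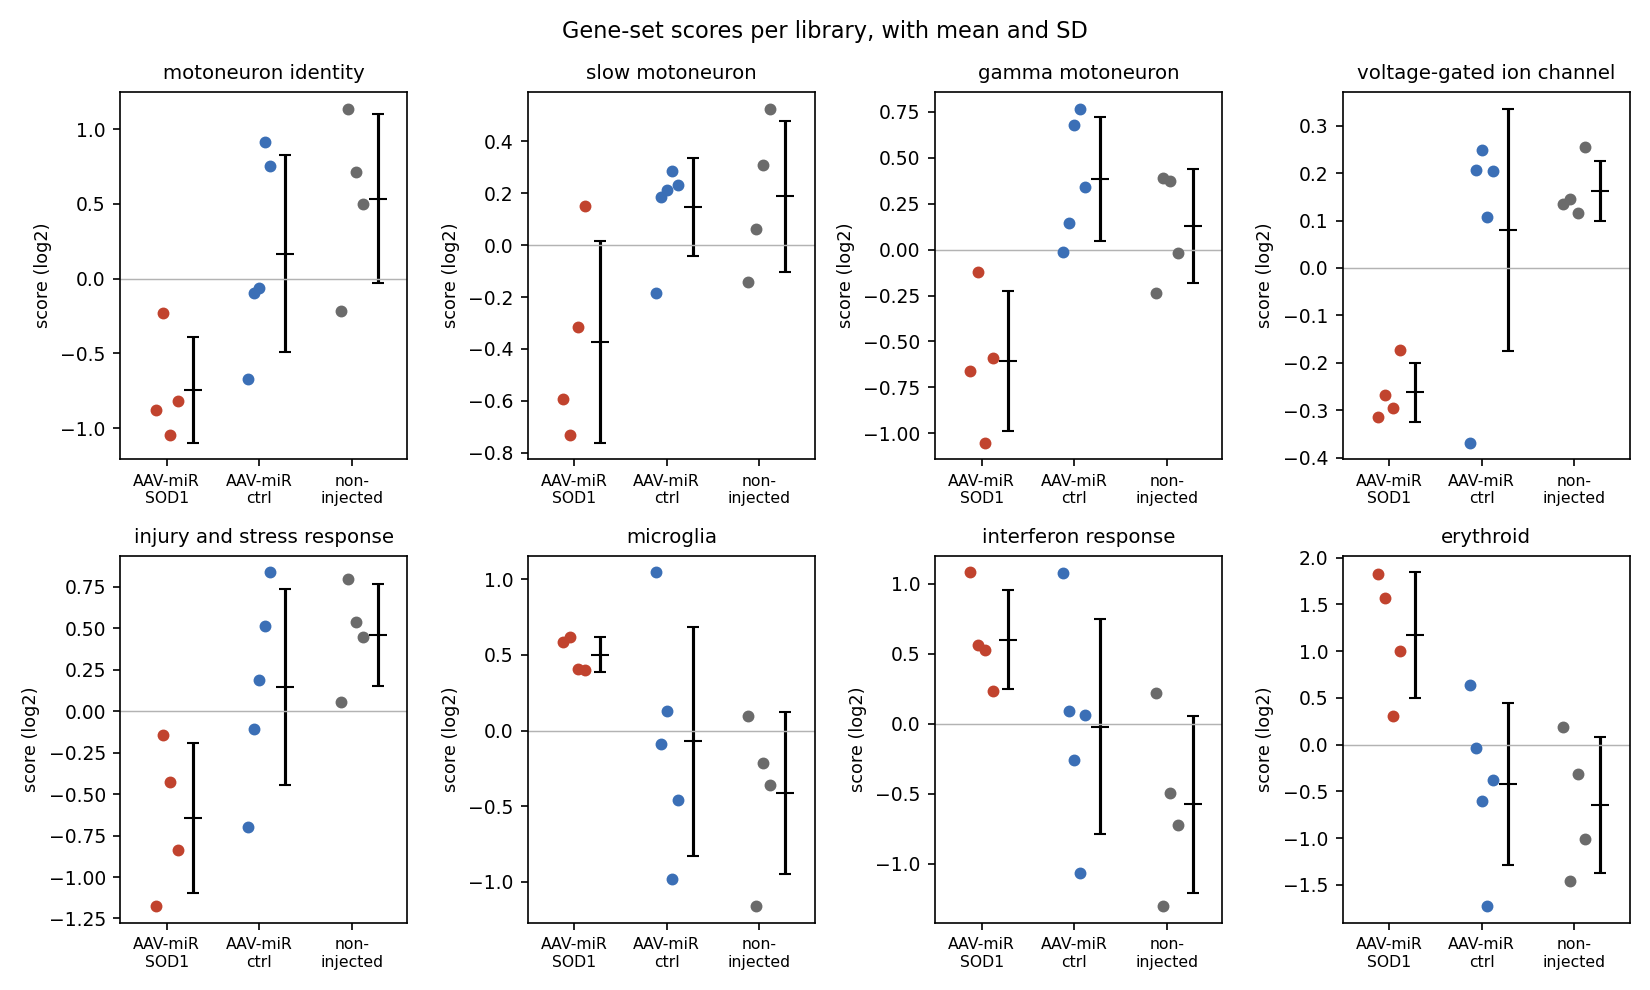
Scores (vertical axes, log2 scale, 0 is the mean of the 13 libraries) of 7 sets fixed in advance and of the erythroid set, for each library (points) by group, with the mean and SD beside them. The AAV-miR SOD1 libraries average -0.74 for motoneuron identity and 1.17 for erythroid, and AAV-miR ctrl replicate 1 lies at -0.67 and 0.64.

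In a relation examined after these scores had been seen, across the 9 control libraries the erythroid and motoneuron identity scores were negatively correlated, with Pearson's r of -0.83 (permutation p = 0.00555) and Spearman's rho of -0.85 (permutation p = 0.00601). Without the 2 libraries farthest from the median erythroid score, r was -0.72. This was the single pair of scores correlated across libraries. The 5 controls numbered 1 to 4 and the 4 numbered 5 or 6 were fewer than the 6 required here for a correlation. Among the former the order of the libraries by one score was the reverse of that by the other, and among the latter it was not.

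**Figure D5:**
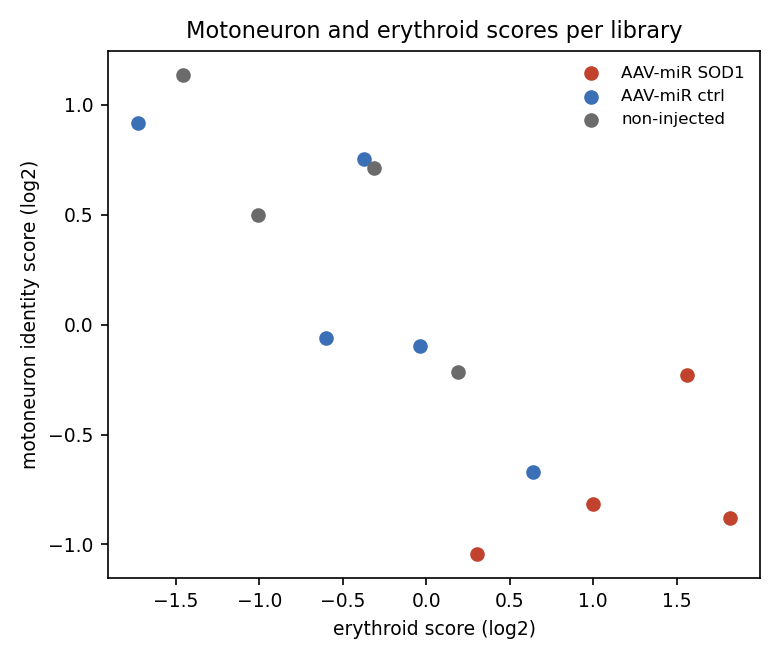
Motoneuron identity score (vertical axis) against erythroid score (horizontal axis), both on the log2 scale, for the 13 libraries (points) coloured by group. Over the 9 controls r is -0.83, and the 4 AAV-miR SOD1 libraries have erythroid scores from 0.31 to 1.82 and motoneuron identity scores from -1.04 to -0.23.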

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

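The tests on the share of reads aligned to more than one place and on the rank of the erythroid score were chosen after their results had been seen, and those on depth after thinning and on an exchanged label were set out before theirs. The comparison of a library's own depth with that of its group was added after. A library far from the others of its group was looked for in 108 groups of 4 or 5 values, covering library measures, named genes and set scores. It was found in 5 of them, where chance gives about 1 in 20, or 5.4.

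Genes detected was set apart in AAV-miR SOD1 replicate 4, at 22317 against at least 23146 in the other 3 libraries. This library had the fewest counts of its group. After all 4 libraries were thinned to the same depth, the gap to its neighbour was 0.117 of the group's range and the library no longer stood apart, which is consistent with library depth. In the AAV-miR ctrl group, replicate 1 had 23103 genes detected against at most 21946 in the others. It had fewer counts than replicates 3, 5 and 6 of its group, which goes against depth. After thinning, its gap was 0.322 of the range and by that measure it no longer stood apart, although it still had the highest value, 22287 against at most 21672. Depth remains as an explanation for AAV-miR SOD1 replicate 4. It does not account for AAV-miR ctrl replicate 1 having the most genes detected of its group. The smaller gap does not speak for depth either, since thinning lowered the deeper libraries and widened the range.

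AAV-miR ctrl replicate 1 was also set apart in its slow motoneuron score, -0.18 against at least 0.19, its voltage-gated ion channel score, -0.37 against at least 0.11, and its neutrophil granule score, 1.33 against at most -0.53. RNA of blood and marrow cells may be a common source. This library ranked 1 among the 9 controls in erythroid score, at 0.64 against at most 0.19. An exchanged label could not be excluded. Its mean Spearman correlation was 0.958 with the AAV-miR SOD1 libraries, 0.932 with the other AAV-miR ctrl libraries and 0.925 with the non-injected libraries, and shared RNA of other cells would give the same order. The pattern cannot be told apart from these explanations. No biological explanation was tested for a single library.

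The share of reads aligned to more than one place, which enters no comparison of genes, was 54.2% ± 2.43 (SD, n = 4) in AAV-miR SOD1 and 48.6% ± 3.99 (SD, n = 9) in the controls, a difference of 5.67 percentage points (exact permutation p = 0.0280). Within the libraries numbered 1 to 4 the difference was 2.58 percentage points (exact permutation p = 0.0952). The batch of libraries numbered 5 and 6, which are all controls, is therefore a candidate explanation for much of it. Which sequences these reads came from is not recorded in the counts, and an effect of the microRNA on this share cannot be told apart from the batch.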

How the results depend on the processing

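The number of genes with an adjusted p under 0.05, 0 in each comparison in edgeR, depended on the test. DESeq2 called 180 genes for AAV-miR SOD1 against AAV-miR ctrl, 1025 against non-injected, 2 between the control groups, 1521 against both control groups and 135 in the same direction against each. Limma-voom with quality weights called 1461 against both control groups, of which 63.9% were higher. It called 0 elsewhere, with 3814, 4237 and 770 genes at an unadjusted p under 0.05. The share of higher genes among calls against both control groups was 46.9% for DESeq2. For edgeR it was 53.3% with the glial covariate and 33.2% with the Y-linked covariate. Against both control groups, edgeR called 1 gene without a filter, 1287 with the glial covariate and 582 at an adjusted p under 0.1. Across the 13 fits that each left out one replicate, this count ranged from 0 to 1694, highest without AAV-miR ctrl replicate 1, and the unadjusted count from 2201 to 4797. The cause was not tested, although DESeq2 made the most false calls of these 3 tests on simulated counts.

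Among alternatives chosen after seeing the data, the Y-linked covariate gave 716 genes against non-injected and 1092 against both control groups. The header exchange gave 0 calls in edgeR, with 3456, 2567, 780 and 3783 genes at an unadjusted p under 0.05 in the 4 comparisons. With DESeq2 it gave 1358, 63, 9, 1435 and, in the same direction, 41 genes. Of the 180 DESeq2 genes against AAV-miR ctrl 173 remained, and of the 1025 against non-injected 54. DESeq2 on the libraries numbered 1 to 4 called 18, 400, 32, 290 and 5. The cause was not tested. The other scalings, the filter at a mean of 50 counts, robust edgeR, voom without weights and edgeR on the libraries numbered 1 to 4 left all 4 counts at 0, with 2588 genes against both control groups at an unadjusted p under 0.05 in the last.

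Same-numbered libraries of different groups are different mice, and their deviations had a mean correlation of 0.0432, against -0.00721 for other pairs. With the replicate block, 0 genes were called and 1535, 1441, 465 and 1927 had an unadjusted p under 0.05. The 14 list-adjusted marker genes against both control groups became 0 with the block. Permuting set scores within numbers gave 5 unadjusted p under 0.05. Its smallest possible p in the 4 comparisons are 0.25, 0.5, 0.25 and 0.0417, so its 0 adjusted p under 0.05 was fixed by the design.

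Those 14 marker genes became 23 with the glial covariate and 0 with the detected-gene covariate, and from 0 to 19 across the fits that each left out one replicate. Of the alternatives added later, the erythroid covariate, the motoneuron covariate and the libraries numbered 1 to 4 each gave 0. The unadjusted count against both control groups was 445, 326 and 1064 with the detected-gene, erythroid and motoneuron covariates. In the same order it was 336, 306 and 1019 against AAV-miR ctrl, and 631, 386 and 945 against non-injected. Against AAV-miR ctrl it was also 3802 with the glial covariate, 891 in the libraries numbered 1 to 4, and 3911 and 1267 for DESeq2 with the header exchange and on those libraries. Between the control groups it was 1601 without a filter and 990 and 1271 in those DESeq2 fits.

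Some differences reversed. Genes detected differed by -175.55 and -338.5 at 10 counts. Between the control groups, the Sod1 log2 fold change was 0.040 with the headers followed and 0.042 with DESeq2 besides, and ranged from -0.35 to 0.0023 with one replicate left out. The voltage-gated ion channel difference was 0.13 with all genes of the set, 0.0013 with the replicate block and 0.19 in the libraries numbered 1 to 4, and ranged from -0.12 to 0.045 with one replicate left out. The slow motoneuron difference was 0.12 in the libraries numbered 1 to 4, with a range from -0.13 to 0.070. With the headers followed, the motoneuron identity difference was 0.19 and that of injury and stress response 0.095. The mitochondrially encoded difference against all controls ranged from -0.24 to 0.053 with one replicate left out. None of these differences had an adjusted p under 0.05, and the cause was not tested.

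Set scores with an adjusted p under 0.05 numbered 0 under each alternative tried, with 5 to 21 unadjusted. This shows little stability, since the number of libraries limits the exact tests, most of all with the replicate block and in the libraries numbered 1 to 4. Limma's camera, which has no such limit, gave 5 unadjusted and 0 adjusted. Of 24 gene and comparison pairs named, 23 kept their direction under each alternative, the exception being Sod1 between the control groups. Over the other results and alternatives, 1419 values were classed as the same, 77 as moved, 70 as past the threshold and 26 as reversed. Same means an unchanged direction and side of the threshold, or a count of similar size, and not an equal value. The Rab12 log2 fold change, for instance, ranged from -1.26 to -0.43 and was classed as the same throughout. No gene or set score had an adjusted p under 0.05 in the main fit, so this class shows little stability. Genes with few counts, such as D930048N14Rik, are limited by depth.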

Other observations

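The covariate tests, the tests of glial RNA, sex, exchanged labels and of the libraries numbered 5 and 6, and the test of Xist and Y-linked counts were chosen after the results they concern had been seen. The check of what the offsets changed and the counts without libraries 5 and 6 against each control group were also added after. The tests of depth, base composition, length, other splits and slopes within the controls were set out before theirs, although the erythroid set itself came from genes already seen.

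With 0 genes past the adjusted threshold, AAV-miR SOD1 against both control groups still had 3870 genes at an unadjusted p under 0.05, or 3880 when the controls were fitted as a single group, where 870 are expected by chance. Other splits of the same libraries were compared with the real one among those that part as many same-numbered pairs. Against both control groups, 1 of the 100 splits fitted gave as many genes, the real one. The 715 possible splits include those that part fewer pairs, and none of these was fitted. No fitted split therefore set AAV-miR SOD1 replicate 1 and AAV-miR ctrl replicate 1 together in its smaller group, and such splits are not covered by this result. Against AAV-miR ctrl it was 1 of 24, and against non-injected 1 of 12, too few for a share under 0.05. All 35 possible splits against non-injected were fitted, including those that part fewer pairs. The real one alone reached 3635, and the highest other split gave 2637. The real split had 0 adjusted calls, and 1 other split had 118. For AAV-miR ctrl against non-injected, 12 of 24 splits gave as many as the real 629. The highest of the 100 splits fitted for it, of 126 possible, with 4365 genes and 1349 adjusted calls, set AAV-miR ctrl replicates 5 and 6 with non-injected replicates 3, 5 and 6 and so followed the numbering in part, and a batch by number and the group cannot be told apart there. Against AAV-miR ctrl, splits that part fewer pairs differed. There, 6 of the 100 splits fitted, of 126 possible, reached 2529, the real one included. The highest of these had 4586 genes and 1121 adjusted calls. It set AAV-miR ctrl replicate 1 with the 4 AAV-miR SOD1 libraries against the remaining AAV-miR ctrl libraries.

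Some technical explanations of the excess against both control groups found no backing in their tests. The count was 3815 after thinning all libraries to the smallest depth and 3774 without the 100 genes with most counts. It was 4541 with the glial covariate and 4266 with the Y-linked covariate, but these counts decide little. A covariate that is alike in the groups cannot absorb a difference between them. The glial score pools astrocyte and oligodendrocyte genes, which differed by -0.29 and -0.46 against all controls, with microglia genes, which differed by 0.73. These parts offset each other. Ddx3y averaged 31.3 CPM in AAV-miR SOD1 and 27.6 CPM in the controls. With an offset for GC content the count was 3845, and 3546 of those genes were among the 3870. That offset moved Spearman's correlation of the fold change with GC content, across genes that are not independent, from -0.11 to 0.01. For transcript length that correlation was 0.01 before its offset and 0.03 after it. There was little to correct, and the count of 3872 with this offset decides nothing. The header exchange gave 3783, but it keeps the same 4 and 9 libraries apart and could not have come out otherwise.

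The libraries numbered 5 and 6 weighed differently on the comparisons. Without them, over the same 17403 genes, the count was 2503 against both control groups, and 16 of the 60 ways of leaving out 2 libraries from each control group gave a count as low. Against non-injected it was 2806, and 28 of the 60 ways gave a count as low. Against AAV-miR ctrl it was 820, under the 870 expected by chance, and 1 of the 60 ways, this one, gave a count as low, with a median of 1523. AAV-miR ctrl libraries can be left out in 10 ways only, so the 60 are not independent. A batch by number is therefore a candidate explanation for the excess against AAV-miR ctrl, from which an effect of the microRNA cannot be told apart. Leaving out replicates 5 and 6 also gives more weight to AAV-miR ctrl replicate 1, which lay among the AAV-miR SOD1 libraries in the first principal component. Without that library alone, the count against AAV-miR ctrl was 3986 in a fit with its own gene filter. Its weight may thus also account for the low count of 820.

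A hypothesis that remains is that RNA of blood and marrow cells, carried along from the surrounding vertebrae or vessels, differs in amount between libraries and may account for much of the excess. With the erythroid score as a covariate the count fell to 326. Any covariate with the same group means costs power, so 60 covariates with the same group means and shuffled deviations within groups were fitted. They gave 343 to 5125 genes, with a median of 1489, and 1 of the 61, the real one, was as low. A second test used no AAV-miR SOD1 library to obtain slopes. Across 17393 genes, which are not independent replicates, the slope on the erythroid score within the 9 controls correlated with the AAV-miR SOD1 log2 fold change at r = 0.51 (permutation p = 0.0162 over shuffled scores, adjusted p = 0.0550 over the 6 scores tried). Without AAV-miR ctrl replicate 1, r fell to 0.33, so the relation did not rest on that library alone. Its permutation p of 0.00130 came from random shuffles, of which the remaining controls allow few distinct ones. That p lies at the floor of the test and is no sign of a stronger relation than over the 9 controls. The adjusted value over the 9 controls did not pass 0.05.

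Other scores followed the same axis, and the cell source is not settled. The motoneuron identity score gave r = -0.47 (permutation p = 0.0222, adjusted p = 0.0550) and the neutrophil granule score r = 0.55 (permutation p = 0.0275, adjusted p = 0.0550). The number of genes detected gave r = 0.48 (permutation p = 0.0635), the glial score 0.44 (permutation p = 0.0729) and the share of reads aligned to several places 0.37 (permutation p = 0.141). As a covariate, the number of genes detected gave 445 genes, and 4 of 61 covariates gave a count as low. The motoneuron identity score gave 1064, and 21 of 61 gave a count as low. Neither fall could be told apart from that of any covariate with those group means. The lower motoneuron identity score in AAV-miR SOD1 could likewise reflect dilution. Across the 9 controls it fell with the erythroid score (r = -0.83, permutation p = 0.00555). The 4 AAV-miR SOD1 libraries did not follow this order, since the lowest erythroid score among them, 0.31, went with the lowest motoneuron identity score, -1.04. The fast motoneuron score, which dilution might also lower, differed by -0.14 (exact permutation p = 0.350). The fall that dilution predicts for this score was not estimated, so the value decides nothing. The order of the 4 AAV-miR SOD1 libraries leaves open whether dilution accounts for the whole pattern. A response of motoneurons to the microRNA that changes the same genes was not excluded, and the excess cannot be told apart from differences in the mix of captured cells.

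The labels give no sex. The Y-linked gene Ddx3y was above 10 CPM in 7 libraries and under 1 CPM in the other 6. AAV-miR ctrl replicate 4 had both Ddx3y at 18.3 CPM and Xist at 45.5 CPM. Xist was at most 5.91 CPM in the other 6 libraries with Ddx3y above 10 CPM. Relative to libraries with a single signal, its mean Y-linked level was 0.244, against at least 0.672 in the others, and its Xist level 0.654. Their sum of 0.898 is consistent with RNA of a male and a female mouse in one library, such as pooled tissue or carry-over between libraries. The Xist level itself varied widely between libraries with Ddx3y under 1 CPM, and no biological explanation was tested.

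The header conflict was not resolved by similarity. AAV-miR ctrl replicate 3 had a mean Spearman correlation of 0.947 with the other AAV-miR ctrl libraries and 0.948 with the non-injected libraries. Non-injected replicate 3 had 0.939 with the other non-injected libraries and 0.946 with the AAV-miR ctrl libraries.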
